A study of Mus musculus with 8 samples.

How the data were processed

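Bulk RNA-seq of sorted mouse mammary gland cells was re-analysed from the processed table that the authors had deposited. The table held 8 libraries, 2 each of CD1 luminal, CD1 basal, DNp63 luminal and DNp63 basal cells. Per the labels' protocols, all mice were females of mixed genetic backgrounds. Cells negative for CD45, CD31 and CD140a were sorted by CD24 and CD29, as 40000 luminal or 5000 basal cells. RNA was extracted with a nanoprep kit, libraries were made with the Ovation Solo system, and sequencing was done on an Illumina NovaSeq. The DNp63 cells were GFP-positive cells of mice with K8rtTA, TetO-Cre and the Rosa26 cassette. The induction schedule of these mice is not given in the sources used here. Per the submitters' processing notes, reads were aligned with STAR and counted with HTSeq on GRCm38 (mm10). Versions, the annotation release, and the strand setting are not given in the sources used here.

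The values are score values that the authors made from read counts before depositing them: per the labels and the values themselves, counts scaled to 20000000 reads per library and rounded up to whole numbers. Each column summed to 20006569 to 20013862. Low values fell on steps of 2.78 to 4.83 per library, each the value of 1 read. Reads were recovered by dividing by the step, and 99.8% to 100% of values matched a whole read within rounding, against 20.7% to 36.0% by chance. Recovered depths were 5640596 and 5398897 (CD1 luminal), 7206700 and 5111658 (DNp63 luminal), 4368734 and 5009847 (CD1 basal), and 4745388 and 4136986 (DNp63 basal). A difference of a few reads is therefore within 3 steps, and genes with few reads were filtered. Of 49671 genes in the table, 49412 were found in GENCODE M21, from which coordinates were taken. No pair of libraries was identical, and replicates differed by more than read sampling (chi-square per degree of freedom 6.34 to 16.5).

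Libraries were grouped by strain and gate from the labels. The 5 comparisons were CD1 basal against CD1 luminal, DNp63 luminal against CD1 luminal, DNp63 basal against CD1 luminal, DNp63 basal against CD1 basal, and DNp63 basal against DNp63 luminal. An interaction, the DNp63 minus CD1 difference of the basal gate less that of the luminal gate, was also tested. The comparisons, gene lists, the named gene rule and most alternatives were fixed before the data were examined. The planned test was for counts as deposited and was not run, because the deposited values are scaled and rounded up. Recovered reads were tested with voom alone. In place of the planned test, values were scaled by TMM factors (trims 30% and 5%), a pseudocount of 8 (about 2 reads) was added, and log2 values were fitted with limma 3.58.1 in R 4.3.3. The fit had 4 group means, an intensity trend, 4 residual and 4.694 prior degrees of freedom. Genes with a value of at least 40 in at least 2 libraries were tested, 16900 in all. Tests were two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called.

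Gene lists were 22 sets written down from general knowledge of the mammary gland and of contaminating cell types. They covered basal identity, contractile, basement membrane and hemidesmosome, p63 target, keratinocyte differentiation, common luminal, hormone-sensing, progenitor and alveolar, Wnt, Notch, epithelial-mesenchymal transition, cell cycle, dissociation stress, mitochondrial stress, interferon, p53 target, immune, endothelial, fibroblast, pericyte, adipocyte and red cell genes. Each list was tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. Members were also called with p adjusted over the list alone. Genes named by rule were 9 lineage genes (Trp63, Krt5, Krt14, Acta2, Krt8, Krt18, Elf5, Esr1 and Pgr), up to 2 called members of each list with the largest differences, and the called genes with the highest and lowest differences of each comparison. These last had no overlap between the compared libraries and a mean value of at least 100 in the higher group. Other genes were chosen after the results had been seen, as were lists of axoneme, primary cilium, multiciliated cell, X escape and Y-linked genes. These later lists were adjusted over one another alone, apart from the 22, so their adjusted p-values are less strict.

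Position on the CD1 axis was the DNp63 minus CD1 luminal difference of a gene over its CD1 basal minus CD1 luminal difference, taken as the median over called genes. It was compared with 20 simulated sets without a DNp63 effect. Concordance was the Pearson correlation of differences over all tested genes. The pipeline was tested on simulated data with 100 genes changed 2-fold and 100 changed 4-fold. It recovered 54% to 70% and 96% to 98% in the 5 comparisons, and 28% and 88% in the interaction, with 2 to 10 false calls. In simulated lists of 20 genes it called 4 of 4 that were raised 1.5-fold and 0 others.

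Alternatives were limma voom on recovered reads, median-of-ratios scaling, scaling without mitochondrial, milk and hemoglobin genes, and no scaling beyond the deposited one. Others were pseudocounts of 2 and 20, no filter, a filter at 100, a replicate block, a fit of the compared groups alone, an added 2-fold limit, and leaving out each library in turn or both DNp63 libraries in which Xist was near 0. Recovery of reads and figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Raw reads were not used here.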

Results

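RNA was sequenced from mammary gland cells of female mice sorted by flow cytometry, in 8 libraries, with 2 libraries in each of 4 groups. Cells carrying CD45, CD31 or CD140a, surface markers of blood cells, endothelium and fibroblasts, were sorted out. The rest were gated as CD24-positive with low CD29 (called luminal here, 40000 cells) or with high CD29 (called basal here, 5000 cells). One luminal and one basal group came from CD1 mice, and the other luminal and basal groups were GFP-positive cells of mice carrying K8rtTA, TetO-Cre and a Rosa26 cassette for ΔNp63 with GFP (called DNp63 here). In these mice doxycycline switches on Cre in cells that express keratin 8, and Cre then switches on ΔNp63, a form of p63 without the N-terminal activation domain that is normal to basal cells. Reads assigned to genes, recovered from the deposited values, numbered 5640596 and 5398897 in the CD1 luminal libraries, 7206700 and 5111658 in DNp63 luminal, 4368734 and 5009847 in CD1 basal, and 4745388 and 4136986 in DNp63 basal. Values are given as reads per 20000000, as means ± SD (n = 2 libraries per group). Differences are log2 differences, and a p beside the difference of a gene is the adjusted p of limma's moderated test. Strain, doxycycline and the GFP gate went with the transgene, so CD1 against DNp63 differences cannot be assigned to ΔNp63 alone. The labels do not say whether libraries of a group came from separate animals, and p-values here measure only the spread between these libraries. In the CD1 groups that spread may be technical. In both DNp63 groups Xist, the transcript of the inactive X chromosome, was far lower in the second library than in the first. This argues against technical repeats of the same cells in the DNp63 groups.

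Trp63, the gene that encodes p63 (ENSMUSG00000022510, chromosome 16, 25683763 to 25892102, plus strand of GRCm38, GENCODE M21), was read first in every library, because the transgene can add reads to it. It stood at 61 and 45 in the CD1 luminal libraries and at 1297 and 1460 in the DNp63 luminal libraries. The CD1 basal libraries had 5457 and 7079, and the DNp63 basal libraries 8088 and 8306. The deposited values do not separate transgene reads from reads of the resident gene.

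Gate, more than mouse, ordered the libraries. The first principal component carried 76.0% of the variance and separated basal from luminal libraries, and the second carried 9.71% and separated CD1 from DNp63 libraries. Correlations of log2 values were 0.965 to 0.980 between libraries of the same group, 0.943 to 0.959 between CD1 and DNp63 luminal libraries, and 0.771 to 0.825 between luminal and basal libraries.

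The first comparison asked what separates the basal from the luminal cells of CD1 mice, the axis on which the DNp63 cells were then placed. CD1 basal cells carried transcripts of the keratins, p63 and smooth muscle proteins found in myoepithelium, and CD1 luminal cells those of the simple keratins and hormone receptors. Pericyte and vascular muscle genes were higher in the same gate (10 of 11, median 3.74). How much of the smooth muscle and basement membrane transcripts came from such cells was not tested. Krt5 and Krt14, which encode the paired keratins of basal epithelium, rose by 6.32 (limma adjusted p = 2.38e-07) and 6.71 (4.8e-07), from 103.5 ± 9.19 to 9201.5 ± 2400 and from 315.5 ± 121 to 33394.5 ± 4430 (SD, n = 2). Trp63 rose by 6.66 (1.85e-07), and Acta2, which encodes smooth muscle actin, by 6.64 (1.85e-07), from 542 ± 147 to 55254.5 ± 5530. Krt8 and Krt18, which encode the keratins of simple epithelium, fell by 2.54 (2.15e-06) and 2.71 (2.15e-06), from 44083 ± 2380 to 7735 ± 748 and from 42255 ± 1090 to 6618 ± 1020. Elf5, a transcription factor of alveolar cells, fell by 3.46 (9.48e-06), Esr1, the estrogen receptor, by 2.61 (1.5e-05), and Pgr, the progesterone receptor, by 2.08 (0.000762). Krt5 lies on chromosome 15 (101707070 to 101712898, minus strand), as do Krt8 (101996698 to 102004482, minus strand) and Krt18 (102028180 to 102032027, plus strand), and Krt14 on chromosome 11 (100203162 to 100207548, minus strand).

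**Figure D1:**
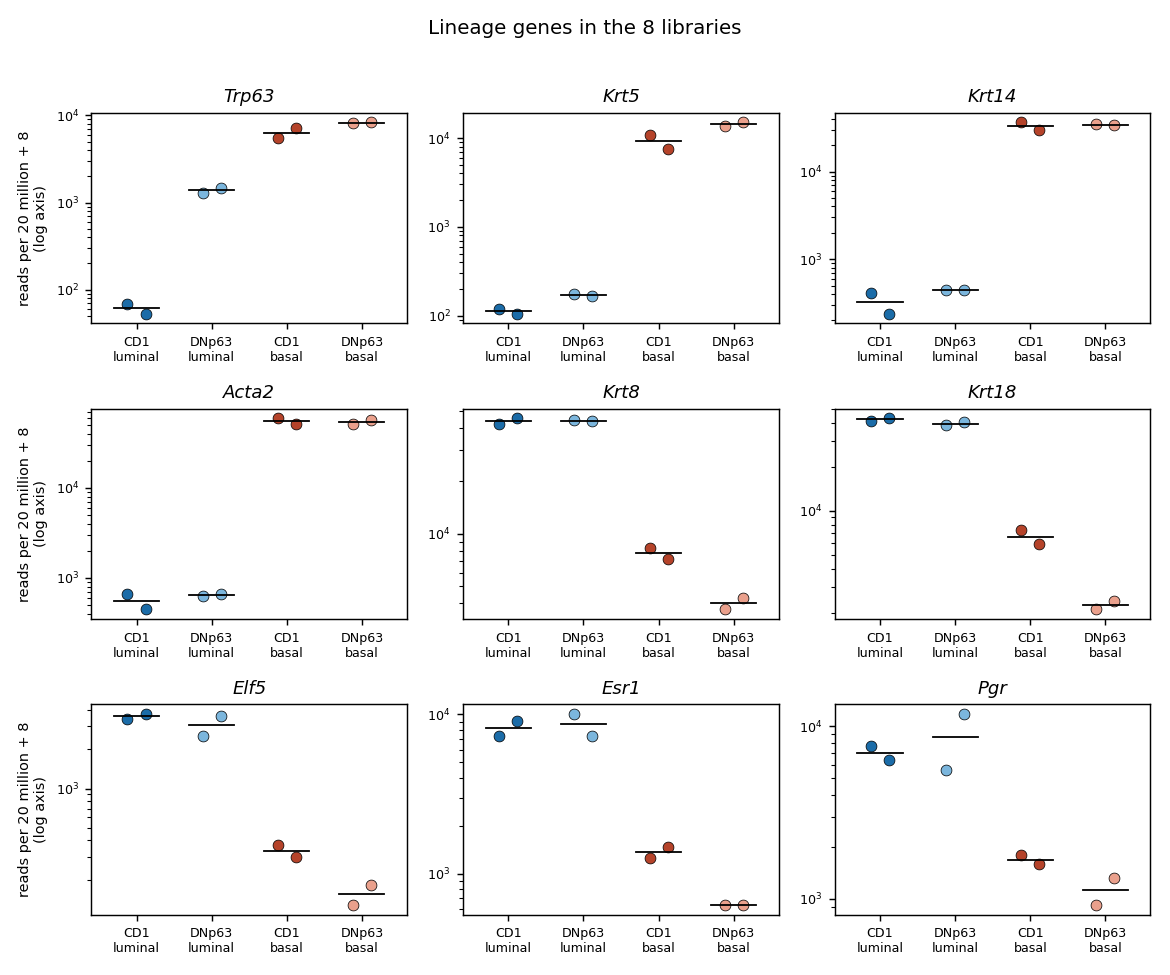
Values of 9 lineage genes in each library (log axis, reads per 20000000 + 8), with points for libraries, bars for group means, and the 4 groups side by side. Trp63 alone of the 9 was called in the DNp63 luminal libraries against CD1 luminal (log2 difference 4.46), while Krt8 and Krt18 were lowest in the DNp63 basal libraries (3990.5 and 2263.5).

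Of 22 basal identity genes tested in CD1 basal against luminal, 19 were higher, 0 lower and 3 not called (19 adjusted over the list alone, median 4.15, camera adjusted p = 7.45e-12, adjusted p = 0.04 with an estimated correlation). All 20 contractile genes were higher (20 over the list alone, median 4.83, camera adjusted p = 1.4e-16, adjusted p = 0.04 with an estimated correlation), among them Myh11, smooth muscle myosin (6.92), and Cnn1, calponin (6.77). These were the only list calls of this comparison that held with an estimated correlation. Basement membrane and hemidesmosome genes gave 20 higher and 1 lower of 23 (21 over the list alone, median 2.13, camera adjusted p = 2.52e-09, adjusted p = 0.0571 with an estimated correlation), with Col7a1 at 5.23 and Col4a2 at 5.11. Targets of p63 in stratified epithelium gave 17 higher and 4 lower of 21 (21 over the list alone, median 1.73, camera adjusted p = 5.13e-06, adjusted p = 0.0571 with an estimated correlation). Of 22 Wnt pathway genes 19 were higher and 1 lower (20 over the list alone, median 2.26, camera adjusted p = 8.38e-08, adjusted p = 0.0571 with an estimated correlation), with the secreted antagonist Wif1 at 5.90 and the receptor Lgr5 at 4.92. Notch pathway genes gave 10 higher and 2 lower of 16 (12 over the list alone, median 1.11, camera adjusted p = 0.00401, adjusted p = 0.201 with an estimated correlation), led by the ligands Dll1 (5.78) and Jag2 (5.07). Regulators of epithelial-mesenchymal transition gave 10 higher and 2 lower of 16 (13 over the list alone, median 2.01, camera adjusted p = 0.00401, adjusted p = 0.183 with an estimated correlation), with the repressor Snai2 at 5.08 and N-cadherin, Cdh2, at 3.94.

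Of 24 genes common to luminal cells, 23 were lower in CD1 basal and 1 was not called (23 over the list alone, median -2.58, camera adjusted p = 6.43e-15, adjusted p = 0.0676 with an estimated correlation), among them the mucin Muc1 (-3.45) and the transcription factor Ehf (-3.37). Hormone-sensing genes gave 12 lower and 1 higher of 17 (13 over the list alone, median -2.42, camera adjusted p = 9.38e-06, adjusted p = 0.0568 with an estimated correlation), with Foxa1, a partner of the estrogen receptor, at -3.01 and Stc2 at -3.04. Luminal progenitor and alveolar genes gave 16 lower of 20 (16 over the list alone, median -2.84, camera adjusted p = 2.4e-08, adjusted p = 0.0676 with an estimated correlation), with lactoferrin, Ltf, at -3.81 and Plet1 at -3.53. Keratinocyte differentiation genes went both ways, 4 higher and 5 lower of 12 (9 over the list alone, median -0.40, camera adjusted p = 0.688).

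Markers of other cell types moved with the CD1 basal gate. Of 16 endothelial genes 15 were higher (15 over the list alone, median 4.88, camera adjusted p = 3.44e-12, adjusted p = 0.0571 with an estimated correlation), with Robo4 at 6.05 and Cldn5 at 5.99, although CD31-positive cells had been gated out. Pericyte and vascular muscle genes gave 10 higher of 11 (11 over the list alone, median 3.74, camera adjusted p = 3.02e-06, adjusted p = 0.0821 with an estimated correlation), with Abcc9 at 5.09 and Rgs5 at 4.82. Adipocyte genes gave 10 higher and 1 lower of 12 (11 over the list alone, median 3.30, camera adjusted p = 0.000189, adjusted p = 0.319 with an estimated correlation), with Car3 at 5.27 and Fabp4 at 5.11. Summed endothelial values were 5713 and 4766 in the CD1 luminal libraries and 89361 and 87725 in CD1 basal. Fibroblast genes gave 2 higher and 1 lower of 16 (2 over the list alone, median 0.57, camera adjusted p = 0.688) and immune genes 2 higher of 13 (2 over the list alone, median 0.60, camera adjusted p = 0.173). Without the second CD1 luminal library the fibroblast list was called (0.00267). Not called were the lists of cell cycle genes (2 higher and 1 lower of 28, with 2 over the list alone, median -0.05, camera adjusted p = 0.764), immediate-early and dissociation stress genes (11 higher and 4 lower of 21, with 15 over the list alone, median 0.41, camera adjusted p = 0.0692), mitochondrial stress genes (5 higher and 2 lower of 16, with 7 over the list alone, median 0.04, camera adjusted p = 0.451), interferon response genes (6 higher and 2 lower of 22, with 7 over the list alone, median 0.10, camera adjusted p = 0.464) and p53 targets (6 higher and 4 lower of 20, with 10 over the list alone, median 0.10, camera adjusted p = 0.688). Of 6 red cell genes 1 was tested (camera adjusted p = 0.91). The stress list was called without the second CD1 luminal (0.0235) or the first CD1 basal library (0.0315).

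In limma's moderated test, 7522 of 16900 genes (44.5%) were called between CD1 basal and CD1 luminal, 4036 higher and 3486 lower, of which 5029 changed at least 2-fold. The highest log2 differences included Irx4 (6.91), Cxcl14 (6.88) and Sorcs1 (6.79), and the lowest Ceacam10 (-4.14), Foxi1 (-3.90) and Mfsd6l (-3.79). No setting moved this count by more than 1.5-fold.

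The second comparison asked what the DNp63 luminal cells had changed from CD1 luminal cells. The basal keratins Krt5 and Krt14, smooth muscle actin, the simple keratins Krt8 and Krt18 and the hormone receptors Esr1 and Pgr were not called. Casein and other milk protein transcripts fell, and transcripts of the motile cilium and of the secreted scavenger protein Dmbt1 rose. Trp63 rose by 4.46 (limma adjusted p = 1.75e-05), to 1378.5 ± 115 (SD, n = 2). Krt5 was not called at 162 ± 7.07 against 103.5 ± 9.19 (0.56, 0.145), nor Krt14 at 434 ± 1.41 against 315.5 ± 121 (0.45, 0.363), nor Acta2 (0.19, 0.664). Without the first CD1 luminal library Krt14 was called (0.83, 0.013). Krt8 (-0.05, 0.889), Krt18 (-0.16, 0.625), Elf5 (-0.30, 0.564), Esr1 (0.02, 0.981) and Pgr (0.17, 0.852) were not called.

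Transcripts of milk proteins and of alveolar cells fell in the DNp63 luminal cells. Csn1s2a and Csn2, which encode caseins, fell by 8.59 (limma adjusted p = 1.32e-06) and 6.90 (0.00217), from 12746.5 ± 2860 to 26 ± 2.83 and from 21492 ± 1780 to 248 ± 247 (SD, n = 2). Csn1s1 dropped from 32061.5 ± 578 to 1498.5 ± 952, and Lalba, alpha-lactalbumin, from 5060 and 8332 in the CD1 libraries to 300 and 486. Spp1, which encodes osteopontin, fell by 5.76 (0.0132), from 35442 ± 12300 to 1292 ± 1580. Of 20 luminal progenitor and alveolar genes, 11 were lower, 1 higher and 8 not called (14 over the list alone, median -1.38, camera adjusted p = 2.78e-11, adjusted p = 0.202 with an estimated correlation). The gene that was higher was Aldh1a3, a retinaldehyde dehydrogenase (1.35). Genes common to luminal cells gave 1 higher and 1 lower of 24 (3 over the list alone, median -0.07, camera adjusted p = 0.672), Krt19 at 0.60 and Muc1 at -1.58. None of 17 hormone-sensing genes was called (0 over the list alone, median -0.07, mean 0.08, camera adjusted p = 0.622).

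Motile cilium genes rose in the DNp63 luminal cells. Foxj1, the transcription factor of motile cilia (ENSMUSG00000034227, chromosome 11, 116330704 to 116335399, minus strand), rose by 5.34 (limma adjusted p = 6.4e-05), from 64 ± 21.2 to 2975.5 ± 479 (SD, n = 2). Cfap54, a protein of the central pair apparatus, rose by 6.21 (7.85e-05), the outer arm dynein Dnah11 by 6.19 (0.00183), and the dynein regulatory subunit Drc1 by 5.86 (0.000738). Foxj1 (3.06, 3.8e-05) and Cfap54 (4.44, 1.63e-05) were also higher in CD1 basal than in CD1 luminal cells, at CD1 basal means of 598 and 357. Dnah11 (-0.33, 0.709) and Drc1 (0.05, 0.945) were not called between the CD1 gates. In a list of 60 axoneme genes written after the table had been read, 34 of 49 tested were higher and 0 lower (median 2.81, camera adjusted p = 2.07e-35, adjusted p = 0.0177 with an estimated correlation). The adjusted p-values of the cilium lists are over the later lists alone. They cannot be set beside those of the planned lists, which were adjusted over more lists. Of 32 primary cilium genes 19 were higher and 0 lower (median 1.15, camera adjusted p = 9.62e-22, adjusted p = 0.03 with an estimated correlation). Since the filter admits genes high in DNp63 luminal alone, 12 of the 49 axoneme genes were tested on that ground, and over the other 37 there were 22 higher and 0 lower (median 2.38, unadjusted camera p = 1.3e-24, 0.0141 with an estimated correlation). All 32 primary cilium genes passed without those libraries. Of 17 abundant transcripts of multiciliated cells 7 were tested, 3 of them on that ground, with 5 higher and 0 lower of the 7 (median 2.53, camera adjusted p = 8.88e-08, adjusted p = 0.0177 with an estimated correlation). Of the other 4, 2 were higher and 0 lower (median 1.05, unadjusted camera p = 0.00193, 0.0346 with an estimated correlation). Sums over the 17 went from 1509 and 1173 to 4139 and 4751. The median rise over 17 transcripts was 13.5 units, against 2911.5 for Foxj1, and 10 of the 17 stayed under a mean of 40. Dmbt1 (ENSMUSG00000047517, chromosome 7, 131032053 to 131121630, plus strand) rose by 9.29 (0.000578), from 43 and 60 in the CD1 luminal libraries to 26146 and 55841.

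**Figure D2:**
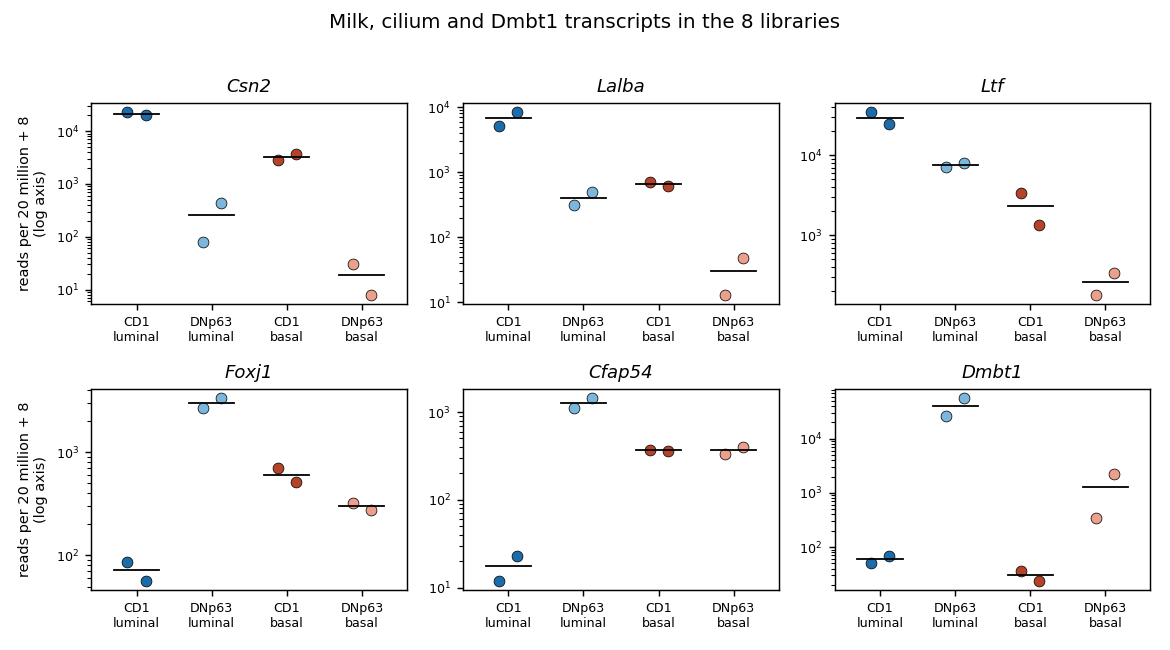
Values of 6 genes that changed between the CD1 and DNp63 luminal libraries (log axis, reads per 20000000 + 8), with points for libraries and bars for group means. Csn2, Lalba and Ltf were lower in DNp63 than in CD1 cells of both gates, and Foxj1 and Cfap54 were called higher in the luminal gate alone (2975.5 and 1270 against 64 and 9.5). The CD1 basal means of Foxj1 and Cfap54 were 598 and 357.

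Targets of p63 in stratified epithelium gave 4 higher and 1 lower of 21 in DNp63 luminal against CD1 luminal (7 over the list alone, median 0.41, camera adjusted p = 0.000188, adjusted p = 0.202 with an estimated correlation). The 4 were P-cadherin, Cdh3 (2.17), Trim29 (1.92), the desmosomal plakophilin Pkp1 (1.67) and Perp (1.14), and the lower one was the basement membrane protein Fras1 (-2.34). Basal identity genes gave 2 higher and 1 lower of 22 (4 over the list alone, median 0.24, camera adjusted p = 0.0421, adjusted p = 0.391 with an estimated correlation). That call was lost without the first CD1 luminal library (0.432), the first DNp63 luminal library (0.153), or either DNp63 basal library (0.0522 and 0.0513), and with genes of more than 1 list left out (0.359). Summed values of the 22 basal identity genes went the other way, from 128319 and 186720 in CD1 luminal to 80147 and 77699 in DNp63 luminal. Contractile genes gave 3 higher and 1 lower of 20 (5 over the list alone, median 0.21, camera adjusted p = 0.248), with smooth muscle gamma-actin, Actg2, at 1.06 and Tns1 at -0.94. Basement membrane and hemidesmosome genes gave 2 lower of 23 (2 over the list alone, median -0.12, camera adjusted p = 0.561), the laminin-332 chains Lamb3 (-1.20) and Lama3 (-0.84). None of 12 keratinocyte differentiation genes was called (1 over the list alone, median 0.46, camera adjusted p = 0.0438, adjusted p = 0.372 with an estimated correlation), and that list call was lost without the second CD1 luminal (0.107), the first DNp63 luminal (0.0837), the first DNp63 basal (0.0522) or the second DNp63 basal library (0.0513), and with genes of more than 1 list left out (0.05). Wnt pathway genes gave 1 lower of 22, the receptor Lgr6 at -0.93 (6 over the list alone, median -0.21, camera adjusted p = 0.0421, adjusted p = 0.417 with an estimated correlation), a list call lost without the first CD1 luminal (0.152) or the first DNp63 luminal library (0.176). No Notch (0 over the list alone, median -0.04, camera adjusted p = 0.622) or epithelial-mesenchymal transition gene (0 over the list alone, median -0.25, camera adjusted p = 0.0956) was called. The transition list was called without the first CD1 luminal (0.000943) or first DNp63 luminal library (0.0413), and the contractile (0.0448) and basement membrane lists (0.0147) without the first CD1 luminal library.

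Immediate-early and dissociation stress genes were lower in the DNp63 luminal cells, with 12 lower and 1 higher of 21 (15 over the list alone, median -0.66, camera adjusted p = 3.57e-12, adjusted p = 0.202 with an estimated correlation). Fos, an immediate-early transcription factor, fell by 1.21 (0.00185), from 56418.5 ± 4300 to 25389.5 ± 2140 (SD, n = 2), and Socs3, a feedback inhibitor of cytokine signaling, by 1.32 (0.00322), while the heat shock gene Hspa1b rose by 1.02. Interferon response genes gave 6 lower of 22 (12 over the list alone, median -0.70, camera adjusted p = 1.86e-07, adjusted p = 0.391 with an estimated correlation), with Ifi44 at -1.55 and Ifit1 at -1.43. Cell cycle genes gave 1 higher of 28 (14 over the list alone, median 1.80, camera adjusted p = 1.63e-09, adjusted p = 0.431 with an estimated correlation). Their summed values were 10196 and 23637 in the DNp63 luminal libraries and 8212 and 6417 in CD1 luminal. The second DNp63 libraries of both gates had Xist, the transcript of the inactive X chromosome, at 36 and 141, where the other 6 libraries had 55545 to 111346. Targets of p53 gave 2 higher and 1 lower of 20 (3 over the list alone, median -0.02, mean 0.08, camera direction up, camera adjusted p = 0.95), with Gtse1 at 3.17 and Btg2 at -0.78. No mitochondrial stress gene was called (0 over the list alone, median -0.04, mean 0.05, camera adjusted p = 0.622).

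Among markers of other cell types in the luminal gate, endothelial genes gave 0 called of 16 (4 over the list alone, median -0.48, camera adjusted p = 0.00956, adjusted p = 0.431 with an estimated correlation), a list call lost without the second DNp63 luminal library (0.0545). Pericyte genes gave 0 of 11 (4 over the list alone, median -0.48, camera adjusted p = 0.0438, adjusted p = 0.463 with an estimated correlation). Their list call was lost without the second CD1 luminal (0.183), the second DNp63 luminal (0.12), either CD1 basal (0.0502 in each) or either DNp63 basal library (0.0568 and 0.0562), and with genes of more than 1 list left out (0.11). Fibroblast genes gave 1 higher, Col6a3 (2.14), and 1 lower, Dcn (-2.07), of 16 (2 over the list alone, median -0.30, camera adjusted p = 0.672). Their list was called lower without the first CD1 luminal library (8.62e-06) and higher without the second (7.48e-05), and their sums were 20590 and 59219 in these libraries. Immune (0 over the list alone, median -0.04, camera adjusted p = 0.784), adipocyte (0 over the list alone, median -0.36, camera adjusted p = 0.0956) and red cell genes (0 over the list alone, median 0.07, camera adjusted p = 0.95) were not called.

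Between DNp63 luminal and CD1 luminal, limma called 741 genes (4.39%), 447 higher and 294 lower, with 538 changed at least 2-fold. None of the 10 list calls of this comparison among the planned lists held with an estimated correlation. The count was 254 without the first and 147 without the second DNp63 luminal library, 35 without both DNp63 libraries of low Xist (which leaves 1 library in each DNp63 group and the spread to the CD1 libraries), 40 in a fit of these groups alone and 486 with no filter. Trp63, Csn1s2a, Csn2, Cdh3, Fras1, Lamb3, Socs3, Fos, Dmbt1, Cfap54 and Drc1 kept their calls with any library left out. Of these Cdh3, Csn2, Fras1, Lamb3, Socs3 and Fos lost theirs in the fit of these groups alone, as did 20 of 26 called genes named by rule, Spp1 and Dnah11 among them. Fras1, Lamb3, Socs3, Fos and Dnah11 lost theirs without both DNp63 libraries of low Xist, where the 17 named genes that lost calls kept 0.679 to 1.3 of their log2 differences. Actg2, Tns1 and Lama3 lost theirs with voom, and these and Ifi44, Ifit1, Btg2 and Dcn with no filter. Actg2 lost its call without any one library, and Tns1 without any but the first CD1 luminal library. Muc1, Lgr6, Ifit1, Krt19 and Dcn lost theirs without the second CD1 luminal or either DNp63 luminal library, Krt19 and Dcn also without either DNp63 basal library, and Dcn without the first CD1 luminal library. Lama3 and Btg2 lost theirs without the second CD1 luminal, the second DNp63 luminal or any one basal library, Ifi44 without the second CD1 luminal, the first DNp63 luminal or either CD1 basal library, Col6a3 without either DNp63 luminal library, and Gtse1 without the second of them. Zfp990, a zinc finger gene with close paralogs, and so of uncertain reads, was at 1543 and 2912 in CD1 luminal and at 3 and 0 in DNp63 luminal (-7.86, 0.000326).

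The third comparison set DNp63 basal cells against CD1 luminal cells and asked how much of the basal program the DNp63 basal cells carried. The DNp63 basal libraries carried the transcripts of basal keratins, smooth muscle and basement membrane. Their transcripts of simple keratins, hormone receptors and milk proteins lay below those of CD1 luminal cells. Transcripts of other cell types stayed after the GFP gate, with endothelial sums of 85976 and 62744 against 89361 and 87725 in CD1 basal. Whether resident basal cells without the recombined cassette were also in these libraries was not tested. Trp63 rose by 7.06, Krt5 by 6.97, Krt14 by 6.77 and Acta2 by 6.60. Krt8 (-3.49), Krt18 (-4.25), Elf5 (-4.58), Esr1 (-3.71) and Pgr (-2.69) fell. Krt15, a keratin of basal epithelial cells, rose by 4.82, and Lgals7, a galectin of stratified epithelium, by 4.01. Csn1s2a was listed at 0 in both DNp63 basal libraries.

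Basal identity genes gave 20 higher of 22 in DNp63 basal against CD1 luminal (20 over the list alone, median 4.67, camera adjusted p = 3.13e-12, adjusted p = 0.0388 with an estimated correlation) and contractile genes 20 of 20 (20 over the list alone, median 4.65, camera adjusted p = 9.17e-16, adjusted p = 0.0388 with an estimated correlation). Hormone-sensing genes gave 12 lower and 1 higher of 17 (13 over the list alone, median -3.39, camera adjusted p = 9.74e-07, adjusted p = 0.0401 with an estimated correlation), with Foxa1 at -4.92 and Stc2 at -4.78. No other list call of this comparison held with an estimated correlation. Genes common to luminal cells gave 23 lower of 24 (23 over the list alone, median -3.44, camera adjusted p = 4.66e-16, adjusted p = 0.0582 with an estimated correlation), with Muc1 at -5.51 and the tight junction claudin Cldn3 at -4.83. Basement membrane genes gave 21 higher of 23 (21 over the list alone, median 2.43, camera adjusted p = 2.64e-10, adjusted p = 0.0553 with an estimated correlation), with Col7a1 at 6.34. Endothelial genes gave 15 higher of 16 (15 over the list alone, median 4.65, camera adjusted p = 6.09e-11, adjusted p = 0.0573 with an estimated correlation), with Robo4 at 5.84 and Kdr at 5.55. Pericyte and vascular muscle genes gave 10 higher and 1 lower of 11 (11 over the list alone, median 3.59, camera adjusted p = 1.66e-05, adjusted p = 0.105 with an estimated correlation) and adipocyte genes 8 higher and 1 lower of 12 (12 over the list alone, median 2.35, camera adjusted p = 0.00492, adjusted p = 0.492 with an estimated correlation). Fibroblast genes gave 7 higher of 16 (2 over the list alone, median 2.12, camera adjusted p = 0.0306, adjusted p = 0.757 with an estimated correlation), a list call lost without the first CD1 luminal (0.386) or either DNp63 basal library (0.0512 and 0.0569). Cell cycle genes gave 13 higher and 1 lower of 28 (15 over the list alone, median 1.67, camera adjusted p = 0.00555, adjusted p = 0.735 with an estimated correlation), with Cenpf at 3.34. That list was not called without the second CD1 luminal (0.0667) or the second DNp63 basal library (0.137).

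Between DNp63 basal and CD1 luminal, limma called 7960 genes, 4251 higher and 3709 lower, with 5413 changed at least 2-fold. The highest were Irx4 (7.33), Igfbp3 (7.32), Elovl4 (7.32) and Reln (7.31). The count was 4824 without both DNp63 libraries of low Xist, and Cenpf lost its call without these, without the first CD1 luminal or the second DNp63 basal library, with voom and with no filter.

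The fourth comparison asked what set DNp63 basal cells apart from CD1 basal cells. The keratins Krt5 and Krt14 and smooth muscle actin were not called, the keratin Krt15 rose, and luminal transcripts were lower in the DNp63 cells. Trp63 was 8197 ± 154 against 6268 ± 1150 (SD, n = 2), a difference of 0.40 (0.456). Krt5 (0.65, 0.2), Krt14 (0.06, 0.963) and Acta2 (-0.04, 0.965) were not called. Krt8 fell by 0.95 (0.0145), from 7735 ± 748 to 3990.5 ± 428, and Krt18 by 1.54 (0.00384), from 6618 ± 1020 to 2263.5 ± 226. Esr1 fell by 1.1 (0.0428), while Elf5 (-1.12, 0.0776) and Pgr (-0.61, 0.524) were not called. Krt15 rose by 2.65 (0.00913), from 867.5 ± 334 to 5286.5 ± 770, and Lgals7 by 1.79 (0.0145), from 874.5 ± 12 to 3032.5 ± 258. Csn2 fell by 7.70 (0.00466), from 3254.5 ± 665 to 11 ± 15.6, and Csn1s1 by 5.76 (0.00412). Csn1s2a went from 2195 ± 352 to values listed at 0 in both libraries. Dmbt1 rose by 4.93 (0.027), from 28 and 16 to 342 and 2263.

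Genes common to luminal cells gave 10 lower of 24 in DNp63 basal against CD1 basal (18 over the list alone, median -0.78, camera adjusted p = 2.07e-19, adjusted p = 0.0976 with an estimated correlation), among them Muc1 (-2.06) and Cldn3 (-1.58). Hormone-sensing genes gave 5 lower of 17 (8 over the list alone, median -1.1, camera adjusted p = 6.49e-08, adjusted p = 0.0783 with an estimated correlation), with Foxa1 at -1.90 and the prolactin receptor, Prlr, at -1.66. Luminal progenitor and alveolar genes gave 7 lower of 20 (11 over the list alone, median -0.80, camera adjusted p = 6.39e-11, adjusted p = 0.0976 with an estimated correlation). These 3 lists kept their calls at the preset correlation with any library left out. Of 670 luminal-restricted genes, chosen as called and at least 4-fold lower in CD1 basal than in CD1 luminal, 377 differed by less than 0.5 in the luminal gate. Of these 68.4% were lower in DNp63 basal, at a median of -0.47.

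Targets of p63 gave 1 higher of 21 in DNp63 basal against CD1 basal, desmoglein 3, Dsg3, at 2.66 (7 over the list alone, median 0.25, camera adjusted p = 1.18e-05, adjusted p = 0.0976 with an estimated correlation). Basal identity genes gave 0 of 22 (3 over the list alone, median 0.21, camera adjusted p = 0.00104, adjusted p = 0.17 with an estimated correlation), basement membrane genes 0 of 23 (2 over the list alone, median 0.24, camera adjusted p = 0.00322, adjusted p = 0.328 with an estimated correlation) and contractile genes 0 of 20 (0 over the list alone, median -0.10, camera adjusted p = 0.391). Keratinocyte differentiation genes gave 2 higher of 12, Krt15 and Lgals7 (2 over the list alone, median -0.01, mean 0.27, camera adjusted p = 0.284). Wnt (3 over the list alone, median 0.19, camera adjusted p = 0.0632), Notch (0 over the list alone, median -0.03, camera adjusted p = 0.95) and epithelial-mesenchymal transition genes (0 over the list alone, median 0.17, camera adjusted p = 0.613) gave 0 each, and the Wnt list was called without the first CD1 basal (0.00513) or first DNp63 basal library (0.0321). Cell cycle genes gave 0 of 28 (12 over the list alone, median 1.72, camera adjusted p = 4.81e-12, adjusted p = 0.328 with an estimated correlation), with sums of 9494 and 23346 in DNp63 basal and 7393 and 8036 in CD1 basal. Dissociation stress genes gave 1 higher of 21, Hspa1b at 0.94 (14 over the list alone, median -0.40, camera adjusted p = 8.67e-05, adjusted p = 0.328 with an estimated correlation). Interferon response genes gave 0 of 22 (1 over the list alone, median -0.24, camera adjusted p = 0.0305, adjusted p = 0.543 with an estimated correlation), lost without the first (0.0715) or second CD1 basal (0.0692) or first DNp63 basal library (0.761). Mitochondrial stress genes (1 over the list alone, median -0.06, camera adjusted p = 0.432) and p53 targets (0 over the list alone, median -0.22, camera adjusted p = 0.143) gave 0 each.

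Fibroblast genes gave 0 called of 16 in this comparison (0 over the list alone, median 1.08, camera adjusted p = 1.65e-05, adjusted p = 0.39 with an estimated correlation), with sums of 34236 and 71003 in CD1 basal and 99464 and 124354 in DNp63 basal. Endothelial genes gave 0 of 16 (1 over the list alone, median -0.27, camera adjusted p = 0.00343, adjusted p = 0.358 with an estimated correlation), lost without the second DNp63 basal library (0.319). Adipocyte genes gave 0 of 12 (0 over the list alone, median -0.74, camera adjusted p = 0.000351, adjusted p = 0.358 with an estimated correlation), lost without the second CD1 basal (0.147) or second DNp63 basal library (0.063). Immune genes gave 0 of 13 (0 over the list alone, median -0.33, camera adjusted p = 0.143) but were called as a list without the second DNp63 basal library (4.69e-05). Pericyte (0 over the list alone, median -0.21, camera adjusted p = 0.169) and red cell genes (0 over the list alone, median -0.28, camera adjusted p = 0.613) were not called.

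**Figure D3:**
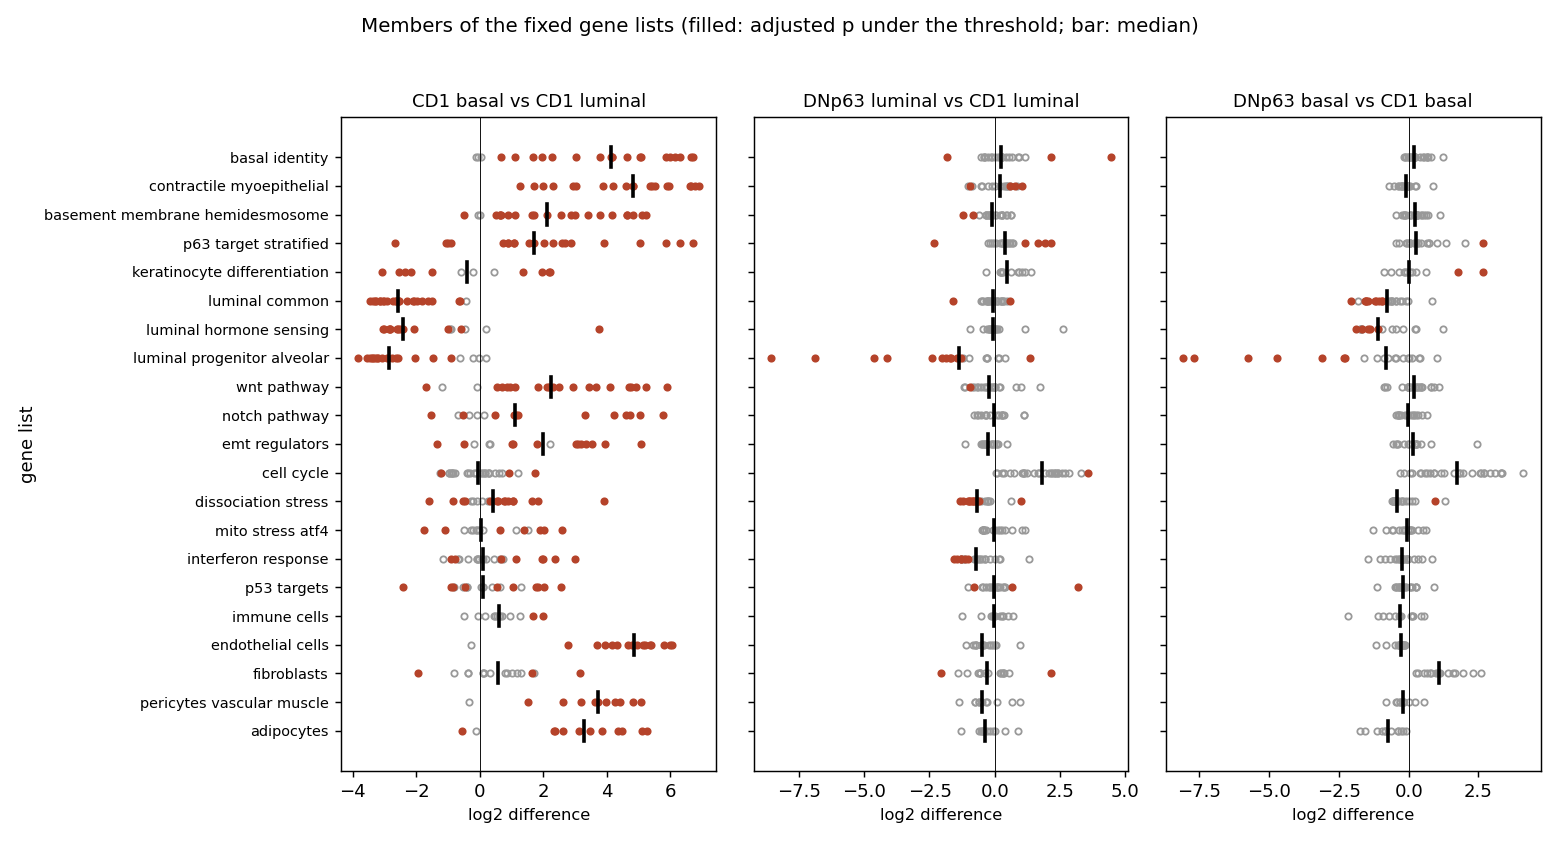
Log2 differences of the members of 21 gene lists in CD1 basal against CD1 luminal, DNp63 luminal against CD1 luminal, and DNp63 basal against CD1 basal. Filled points are genes with an adjusted p under the threshold and bars are medians. The alveolar list lay below 0 in each (-2.84, -1.38 and -0.80).

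In limma's test 119 genes (0.704%) were called between DNp63 basal and CD1 basal, 35 higher and 84 lower, with 102 changed at least 2-fold. Of the 84 lower, 70 were also lower in CD1 basal than in CD1 luminal, and of the 35 higher, 11 were higher in CD1 basal. None of the 12 list calls held with an estimated correlation. The count was 3 and 45 without the first and second CD1 basal library, 10 and 19 without the first and second DNp63 basal library, 66 and 76 without the first and second DNp63 luminal library, and 188 and 186 without the first and second CD1 luminal library. Krt8, Esr1, Lgals7, Muc1, Spp1 (-5.69) and Trim12a (4.11) lost their calls without any one of the 4 basal libraries, Muc1 also without the first DNp63 luminal library. Hspa1b lost its call without any one of the 4 basal or either of the DNp63 luminal libraries, with no filter and with a pseudocount of 2. Krt18 and Foxa1 lost theirs without the first CD1 or first DNp63 basal library, Krt15 and Prlr without the first CD1 or either DNp63 basal library, Csn2 without the first CD1 or second DNp63 basal library, and Csn1s1 without the first CD1 basal library. Dmbt1 lost its call without either CD1 basal, the first DNp63 luminal or the second DNp63 basal library, and Cldn3 without the first CD1 basal, either DNp63 basal or either DNp63 luminal library. Csn1s2a kept its call with any library left out. Voom gave 65 calls, with 41 higher and 24 lower, and a fit of these groups alone 105, with 59 higher and 46 lower. With voom Esr1, Muc1, Cldn3, Csn2, Hspa1b, Spp1 and Dmbt1 lost their calls, as did Cldn3 and Dmbt1 in the fit of these groups alone. Esr1, Muc1, Cldn3, Spp1 and Dmbt1 lost theirs with no filter, and Esr1, Cldn3 and Spp1 with a pseudocount of 2. Without both DNp63 libraries of low Xist, Csn1s2a, Csn2, Csn1s1 and Spp1 kept their calls, and the other called genes of this paragraph lost theirs, at 0.729 to 1.15 of their log2 differences, with 1 library left in each DNp63 group. With a replicate block Elf5 was called (0.0458).

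The fifth comparison set the gates of the DNp63 mice against each other and asked how far apart they lay. The DNp63 luminal libraries carried the transcripts of luminal keratins and hormone receptors, and the DNp63 basal libraries those of basal keratins and smooth muscle actin. Krt5 was higher in the basal gate by 6.42, Krt14 by 6.32, Acta2 by 6.41 and Trp63 by 2.60 (limma adjusted p = 9.07e-06), while Krt8 (-3.44), Krt18 (-4.09), Elf5 (-4.28), Esr1 (-3.73) and Pgr (-2.85) were lower. Dmbt1 (-5.39) and Fcgbp, a mucus protein (-5.12), were lower too. Basal identity genes gave 21 higher of 22 (22 over the list alone, median 3.70, camera adjusted p = 6.04e-13, adjusted p = 0.0401 with an estimated correlation) and contractile genes 20 of 20 (20 over the list alone, median 5.18, camera adjusted p = 3.58e-15, adjusted p = 0.0401 with an estimated correlation). Of 16 list calls no others held. Markers of other cell types were higher in the basal gate too. Endothelial genes gave 15 higher of 16 (15 over the list alone, median 4.94, camera adjusted p = 7.57e-12, adjusted p = 0.057 with an estimated correlation) and pericyte and vascular muscle genes 10 higher and 1 lower of 11 (11 over the list alone, median 3.26, camera adjusted p = 5.23e-06, adjusted p = 0.096 with an estimated correlation). Adipocyte genes gave 8 higher and 1 lower of 12 (11 over the list alone, median 2.44, camera adjusted p = 0.00108, adjusted p = 0.375 with an estimated correlation) and fibroblast genes 6 higher of 16 (3 over the list alone, median 2.37, camera adjusted p = 0.0129, adjusted p = 0.605 with an estimated correlation). Dissociation stress genes gave 13 higher and 2 lower of 21 (median 1.06, camera adjusted p = 0.000556, 0.233 with an estimated correlation). Interferon genes gave 10 higher and 1 lower of 22 (median 0.595, camera adjusted p = 0.0129, 0.563 with an estimated correlation). Without single DNp63 libraries the interferon call was lost, the cell cycle list called lower and the immune list called higher. Each such fit leaves 1 library in a group. Limma called 8305 genes, 4197 higher and 4108 lower, and 3742 without both DNp63 libraries of low Xist.

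An interaction test asked for which genes the basal against luminal difference itself differed between CD1 and DNp63 mice. The gate difference of Trp63 was smaller in the DNp63 mice by 4.06 (interaction -4.06, limma adjusted p = 0.000499), with Trp63 raised in their luminal cells. Foxj1 (-6.34, 0.000499), Cfap54 (-6.21, 0.00147) and Drc7 (-5.10, 0.0162) were called higher in the luminal gate alone. In the basal gate 0 of 49 axoneme genes were called, but the list was higher at the preset correlation (median 0.29, camera adjusted p = 0.00161, adjusted p = 0.459 with an estimated correlation). The primary cilium list was higher there too, with 0 of 32 called (median 0.19, camera adjusted p = 0.00161, adjusted p = 0.459 with an estimated correlation). In the interaction the axoneme list was lower (median -2.25, camera adjusted p = 1.36e-31, adjusted p = 0.0218 with an estimated correlation), as was the primary cilium list (median -0.88, camera adjusted p = 5.9e-15, adjusted p = 0.0557 with an estimated correlation). Krt18 had a larger loss across the gates in the DNp63 mice (-1.38, 0.0317), and the interactions of Krt8 (-0.90, 0.0756), Esr1 (-1.11, 0.139) and Krt5 (0.10, 0.951) were not called. Deviations of libraries of one number correlated between the gates, at 0.341 in CD1 and 0.267 in DNp63 mice, and with a replicate block nested in strain Krt8 and Esr1 were called too. Moxd1, a monooxygenase-like protein (3.23, 0.000499), Fras1 (2.58, 0.0162) and integrin beta 3, Itgb3 (2.56, 0.0195), fell in the luminal gate alone.

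Genes common to luminal cells gave 4 lower of 24 in the interaction (12 over the list alone, median -0.83, camera adjusted p = 7.36e-11, adjusted p = 0.334 with an estimated correlation) and hormone-sensing genes 1 lower of 17 (10 over the list alone, median -1.32, camera adjusted p = 0.000138, adjusted p = 0.219 with an estimated correlation). Basement membrane genes gave 1 higher of 23 (2 over the list alone, median 0.34, camera adjusted p = 0.00445, adjusted p = 0.519 with an estimated correlation), lost without the second CD1 luminal library (0.675). Wnt genes gave 1 higher of 22 (1 over the list alone, median 0.35, camera adjusted p = 0.00314, adjusted p = 0.334 with an estimated correlation), lost without the second CD1 basal library (0.0827). Dissociation stress genes gave 0 of 21 (4 over the list alone, median 0.35, camera adjusted p = 4.22e-06, adjusted p = 0.334 with an estimated correlation). Interferon genes gave 0 of 22 (0 over the list alone, median 0.33, camera adjusted p = 0.00128, adjusted p = 0.657 with an estimated correlation), lost without the first DNp63 luminal (0.0952) or second DNp63 basal library (0.201). Fibroblast genes gave 0 of 16 (1 over the list alone, median 1.40, camera adjusted p = 0.00146, adjusted p = 0.728 with an estimated correlation), lost without the second CD1 luminal (0.994) or first CD1 basal library (0.0898). The alveolar list was not called (median -0.57, mean 0.01, camera direction up, camera adjusted p = 0.761).

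In the interaction limma called 63 genes, 16 higher and 47 lower, against 492 with a replicate block nested in strain, 120 with a block across the groups, 22 with voom and 11 with no filter. Of the 63, 54 were called in the luminal gate alone, 8 in the basal gate alone and 1, Krt19, in both. The count was 163 (86 higher and 77 lower) and 96 (33 higher and 63 lower) without the first and second CD1 luminal library, 7 and 5 without the first and second DNp63 luminal library, 4 and 5 without the first and second CD1 basal library, and 5 and 4 without the first and second DNp63 basal library. Trp63, Foxj1, Cfap54 and Moxd1 kept their calls with any library left out, and Krt18, Drc7 and Fras1 lost theirs without any one library of the DNp63 or CD1 basal groups. Itgb3 lost its call without either CD1 basal, either DNp63 luminal or the second DNp63 basal library. Drc7 lost its call with voom, and Krt18, Drc7 and Itgb3 theirs with no filter. Leaving out both DNp63 libraries of low Xist leaves 1 library in each DNp63 group and takes the spread from the CD1 libraries alone, with 2 residual degrees of freedom in place of 4. Limma then called 0 genes, with 866 at an unadjusted p under 0.05. The 8 named genes kept 0.84 to 1.04 of their log2 differences, with Trp63 at -3.99 (SE 0.37, against 0.25 before) and Foxj1 at -6.05 (SE 0.52, against 0.37), so these calls ended with the loss of libraries more than of size.

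Each DNp63 group was placed on the CD1 axis, where 0 marks the CD1 luminal and 1 the CD1 basal mean. Over the 7522 genes called between the CD1 gates, the median position of DNp63 luminal was 0.0292 (SD 0.00442 over its libraries), and 9.57% of genes lay past 0.5. Draws in which DNp63 luminal equaled CD1 luminal gave 0.0232 to 0.0302. The median differed between the 4036 genes higher in CD1 basal (0.00414) and the 3486 genes lower there (0.0573). With median-of-ratios scaling these medians were -0.00614 and 0.102. DNp63 basal was at 0.985 (SD 0.0237), with 94.7% of genes past 0.5, against 0.969 to 0.978 in the draws. The share of cells without the recombined cassette in the DNp63 basal libraries was not measured, so its part in this position was not tested. Basal identity genes were at 0.0675 in DNp63 luminal and 1.06 in DNp63 basal, and contractile genes at 0.0652 and 0.976. Genes common to luminal cells were at 0.0204 and 1.37, and hormone-sensing genes at 0.0187 and 1.53. Alveolar genes were at 0.552 in DNp63 luminal and 1.46 in DNp63 basal. As ratios of summed log2 differences, basal identity genes were at 0.132 and contractile genes at 0.0218 in DNp63 luminal. Summed values of basal identity genes moved away from CD1 basal (319926 and 347020). They went from 128319 and 186720 in CD1 luminal to 80147 and 77699 in DNp63 luminal. Those of contractile genes went from 29019 and 20319 to 33305 and 28472, against 319173 and 310613 in CD1 basal. Over the called genes, DNp63 luminal was at 0.048 as a ratio of summed log2 differences. With genes ranked on one CD1 number and the axis taken from the other, it was at -0.0151 and 0.057, so the sign turned. Leaving out the libraries in turn gave 0.0259 to 0.0924 for DNp63 luminal over the called genes, with 0.0609 and 0.0924 without the first and second CD1 luminal library. In DNp63 luminal, contractile genes ran from -0.0207 (without the second CD1 luminal library) to 0.0975 (without the first), with 0.0411 without the first DNp63 luminal library. Genes common to luminal cells ran from -0.0345 (without the first CD1 luminal library) to 0.0353 (without the first DNp63 luminal library), and were also below 0 without the second DNp63 luminal library. Hormone-sensing genes ran from 0.00243 (without the first CD1 basal library) to 0.067 (without the second DNp63 luminal library), with 0.0622 without the second CD1 luminal library. The sign or size of these positions depended on single libraries.

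Gate differences were then set side by side between the mice. Over all 16900 genes the basal minus luminal differences of CD1 and DNp63 mice had a correlation of 0.899, with 3351 genes called higher in both (1000 if independent), 2764 called lower in both (847) and 28 called in opposite directions. The DNp63 minus CD1 differences of the luminal and basal gates had a correlation of 0.392, and of -0.0188 to 0.0252 in draws with no difference and no tie between libraries of one number. It was 0.342 and 0.393 within the first and second numbers, and only 0.232 and 0.141 with the luminal difference from one number and the basal from the other. Of genes called in these gates, 18 were higher in both (0.926 if independent), 25 were lower in both (1.46) and 1, Krt19, was opposite. Dmbt1 was higher in both gates, and Csn2, Csn1s2a, Csn1s1, Spp1 and Ltf were lower in both.

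**Figure D4:**
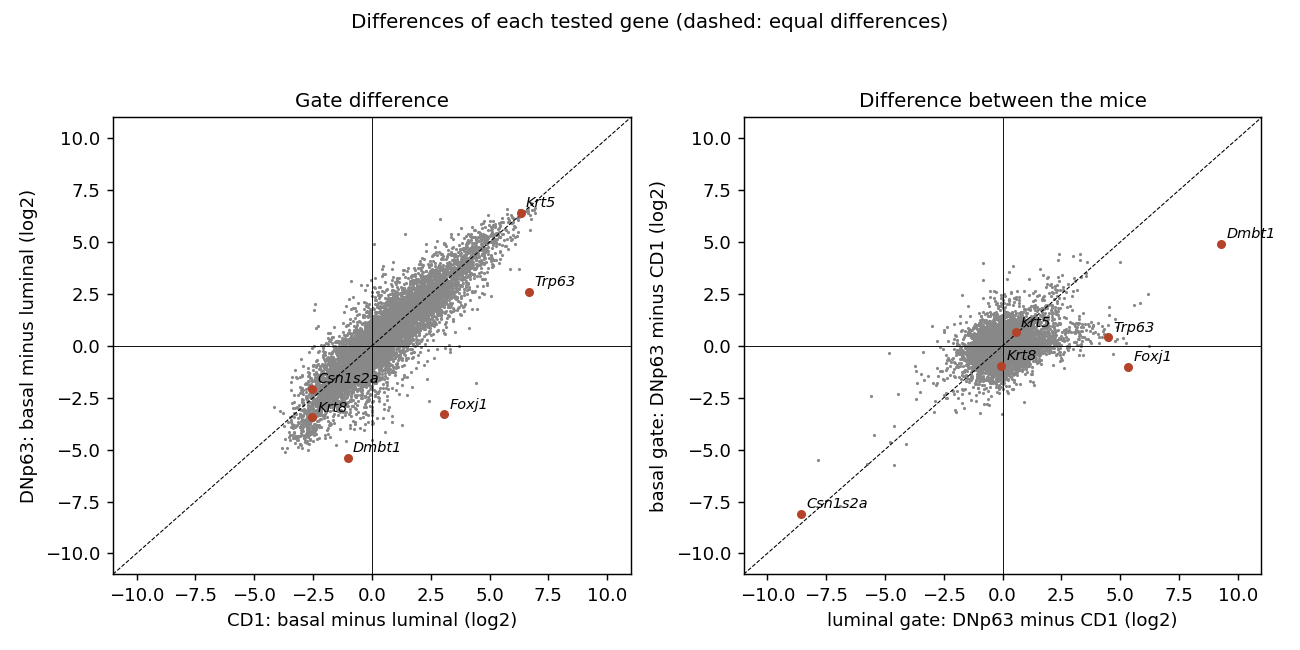
Log2 differences of each gene, with basal minus luminal in CD1 (horizontal) and DNp63 mice (vertical) at left, and DNp63 minus CD1 in the luminal (horizontal) and basal gate (vertical) at right, dashed lines marking equal values. The gate differences lay along the line (correlation 0.899), and the mouse differences only in part (0.392).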

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

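The tests of depth, of ciliated cells, of strain, doxycycline and the GFP gate, and of Y-linked reads were chosen only after the results were seen, and the test of luminal carry-over was written before. The gate difference differed between CD1 and DNp63 mice in 63 genes, against 0 such genes (limma, with 866 at an unadjusted p under 0.05) when both DNp63 libraries of low Xist were left out. That leaves 1 library in each DNp63 group, with the spread from the CD1 libraries alone, and the 8 named genes kept 0.84 to 1.04 of their log2 differences, so the 0 does not show that the differences went away. The count was 492 with a replicate block nested in strain, 120 with a block across the groups, 22 with voom and 11 with no filter. Among named genes these were Krt18 (-1.38), called lower in DNp63 basal cells alone, and Trp63 (-4.06), Foxj1 (-6.34), Cfap54 (-6.21) and Drc7 (-5.10), called higher in DNp63 luminal cells alone. Moxd1 (3.23), Fras1 (2.58) and Itgb3 (2.56) were called lower in DNp63 luminal cells alone. The lists of basement membrane (adjusted p = 0.00445), common luminal (7.36e-11), hormone-sensing (0.000138), Wnt (0.00314), dissociation stress (4.22e-06), interferon (0.00128) and fibroblast genes (0.00146) differed at the preset correlation, and none of these 7 with an estimated correlation (adjusted p = 0.219 to 0.728). Without single libraries 4 of the 7 were lost, namely basement membrane (0.675 without the second CD1 luminal library), Wnt (0.0827 without the second CD1 basal library), interferon (0.0952 without the first DNp63 luminal and 0.201 without the second DNp63 basal library) and fibroblast genes (0.994 without the second CD1 luminal and 0.0898 without the first CD1 basal library).

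Luminal transcripts were lower in DNp63 than in CD1 basal cells, with 84 of 119 called genes lower and 70 of these luminal in CD1 mice. The balance of calls turned with voom (41 higher and 24 lower) and in a fit of these groups alone (59 higher and 46 lower), and no luminal list call held with an estimated correlation (adjusted p = 0.0783 to 0.0976). In the same comparison fibroblast sums went from 34236 and 71003 to 99464 and 124354 (median 1.08, camera adjusted p = 1.65e-05, 0.39 with an estimated correlation), and the cell cycle list was higher (median 1.72, 4.81e-12, 0.328 with an estimated correlation). Lower depth is argued against, since the DNp63 basal libraries held 0.947 of the CD1 basal reads. A smaller share of luminal cells carried over into the CD29-high gate is a candidate explanation that stays open. If it were the whole cause, basal-gate differences of luminal-restricted genes would follow the luminal-gate differences with a slope near 1. Over 670 such genes (called and at least 4-fold lower in CD1 basal than CD1 luminal) the slope was 0.547 (95% interval 0.481 to 0.613), or 0.41 without alveolar genes. The interval takes genes as independent and leaves out the spread between libraries. Noise in the luminal-gate differences can also lower the slope, so the slope does not decide the question. A loss of luminal transcripts inside the DNp63 basal cells and an effect of strain, doxycycline or the GFP gate also stay open.

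Motile cilium genes were higher in DNp63 luminal cells. In the basal gate 0 of 49 axoneme genes were called, and the list was higher at the preset correlation (camera adjusted p = 0.00161) but not with an estimated one (0.459). Admixed ciliated cells are argued against, since abundant transcripts of such cells rose by a median of 0.464% of the rise of Foxj1, although 5 of the 7 tested were called higher (median 2.53, camera adjusted p = 8.88e-08, 0.0177 with an estimated correlation) and sums over all 17 went from 1509 and 1173 to 4139 and 4751. Whether the GFP gate removed ciliated cells was not tested. Transcripts of other cell types stayed in the GFP-positive basal libraries, with endothelial sums of 85976 and 62744 against 89361 and 87725 in CD1 basal. An effect of strain, doxycycline or the GFP gate that acts alike in both gates is argued against, since over 59 axoneme genes of the list, tested or not, the basal-gate less the luminal-gate difference had a median of -2.02 (-1.74 and -2.2 with the first and second library numbers alone), with 50 of 59 below 0. Such an effect on luminal cells alone cannot be told apart from one of ΔNp63, because 0 luminal libraries of these mice lacked the transgene. That ΔNp63 may act on the cilium genes is a hypothesis drawn from these data, and for the same reason it was not tested.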

How the results depend on the processing

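The tests without the Xist-low libraries, with other pseudocounts, with no added scaling and of cilium lists without genes admitted by the DNp63 luminal libraries alone were chosen only after the results were seen, except that a pseudocount of 2 had been planned for positions on the CD1 axis. Calls between DNp63 luminal and CD1 luminal (741) fell to 486 with no filter, 40 in a fit of these groups alone and 35 without both Xist-low DNp63 libraries, and ranged from 147 (without the second DNp63 luminal library) to 984 (without the first CD1 luminal library) with libraries left out in turn, with 254 without the first DNp63 luminal library. Calls between DNp63 basal and CD1 basal (119) were 65 with voom, where more were higher (41) than lower (24), 105 in a fit of these groups alone (59 higher and 46 lower), 56 with no filter, 202 with a replicate block, 19 without the Xist-low libraries, and 3 (without the first CD1 basal library) to 188 (without the first CD1 luminal library) with libraries left out, the others being 186 without the second CD1 luminal, 66 and 76 without the first and second DNp63 luminal, 45 without the second CD1 basal, and 10 and 19 without the first and second DNp63 basal library. Without the Xist-low libraries, DNp63 basal against CD1 luminal gave 4824 and DNp63 basal against DNp63 luminal 3742. The interaction (63) gave 22 with voom, 11 with no filter, 120 with a replicate block across the groups, 492 with a block nested in strain (where Krt8 and Esr1 were called), and 0 without the Xist-low libraries (limma, with 866 at an unadjusted p under 0.05). With libraries left out it gave 4 (without the first CD1 basal library) to 163 (without the first CD1 luminal library, 86 higher and 77 lower), the others being 96 without the second CD1 luminal, 7 and 5 without the first and second DNp63 luminal, 5 without the second CD1 basal, and 5 and 4 without the first and second DNp63 basal library. Shared numbers of libraries are not stated to be shared animals, and deviations correlated at 0.341 between the CD1 gates and 0.267 between the DNp63 gates, against -0.0143 to 0.0406 across strains. The position of DNp63 luminal cells (0.0292) was 0.0346 with median-of-ratios scaling and 0.0339 with a pseudocount of 2. As a ratio of summed log2 differences it was 0.048. It was -0.0151 and 0.057 with genes ranked on one CD1 number and the axis taken from the other. With libraries left out it was 0.0259 to 0.0924, with 0.0609 and 0.0924 without the first and second CD1 luminal library. The position of DNp63 basal cells (0.985) was 1.01 without the Xist-low libraries and 1.01 as a ratio of summed log2 differences. It was 1.03 with genes ranked on number 2 and 0.949 to 1.01 with libraries left out. Gate differences of the mice (correlation 0.899) gave 0.926 over genes of higher level and 0.864 to 0.898 with libraries left out. Mouse differences of the gates (0.392) gave 0.442 over genes of higher level, 0.342 and 0.393 within the numbers, 0.232 and 0.141 across them, 0.339 without the Xist-low libraries and 0.324 to 0.388 with libraries left out. Adjusted p of lists that turned direction ranged, with libraries left out, from 8.62e-06 (lower, without the first CD1 luminal library) to 0.952 for fibroblast genes in DNp63 luminal against CD1 luminal, with 7.48e-05 (higher) without the second CD1 luminal library. For interferon genes in DNp63 basal against CD1 basal they ranged from 1.39e-06 to 0.761 (without the first DNp63 basal library). In the interaction they ranged from 0.00352 to 0.977 for cell cycle genes (0.941 with all libraries), called higher without the first DNp63 basal (0.00352) or second DNp63 luminal library (0.0152) and lower without the second DNp63 basal (0.0064) or first DNp63 luminal library (0.00724). They ranged from 3.25e-12 to 0.994 (without the second CD1 luminal library) for fibroblast genes. The cause was not tested. With genes of more than 1 list left out, the basal identity (0.359), keratinocyte differentiation (0.05) and pericyte lists (0.11) lost their calls in DNp63 luminal against CD1 luminal, and with median-of-ratios scaling the Wnt and pericyte lists did. Without the Xist-low libraries the endothelial and pericyte lists lost their calls in that comparison, fibroblast genes in DNp63 basal against either luminal group, endothelial and adipocyte genes in DNp63 basal against CD1 basal, and basement membrane genes in the interaction. Immune genes were then called as a list in both of the last. Leaving out the Xist-low libraries leaves 1 library in each DNp63 group and takes the spread from the CD1 libraries alone, so its counts say little of stability. A count test such as DESeq2, planned as an alternative, was not run, and reads recovered from the scaled and rounded values were tested with voom alone.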

Other observations

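The tests in this part were chosen only after the results were seen, apart from the test of a single X chromosome, which was written before. The list of X escape genes given with that test was itself chosen after the results were seen. Some genes of basal cells were raised in DNp63 luminal cells to about their CD1 basal level, although the basal keratins and contractile genes were not. Rbms3, which encodes an RNA-binding protein, went from 408 and 608 in the CD1 luminal libraries to 4280 and 6597 in DNp63 luminal (limma log2 difference 3.34, adjusted p = 0.000326), against 5064 and 4951 in CD1 basal. The adenylate kinase Ak1 went from 40 and 52 to 503 and 415 (3.06, 0.000449), against 710 and 547, and the syntaxin Stx2 from 61 and 78 to 378 and 607 (2.61, 0.00183), against 513 and 531. Other basal genes moved the opposite way. The laminin chain Lamb3 went from 2050 and 1634 to 803 and 846 (-1.20, 0.00221), away from a mean of 5917 in CD1 basal. The protease Pcsk5 went from 302 and 260 to 95 and 75 (-1.69, 0.00223), away from 1763 and 1913 in CD1 basal.

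In the basal gate, Vcan, which encodes the matrix proteoglycan versican, was at 3356 and 4508 in CD1 and at 13622 and 23612 in DNp63 libraries (limma log2 difference 2.21, adjusted p = 0.0327), beside the higher fibroblast sums there. Trp73, the gene of the related factor p73, was at 252 and 132 in CD1 basal and 296 and 455 in DNp63 basal but at 3 and 12 in the DNp63 luminal libraries, where Foxj1 was high. Rfx2 (1.23, 0.0412) and Rfx3 (0.95, 0.0141), transcription factors of ciliary genes, rose in DNp63 luminal cells, and Gmnc and Mcidas, early regulators of multiciliated cells, were at means of 1.5 and 0 there.

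A small set of genes differed alike in both gates. Zfp990 was at 1543 and 2912 in CD1 luminal and 582 and 687 in CD1 basal, against 3 and 0 in DNp63 luminal and 17 and 0 in DNp63 basal. Sycp1 was listed at 0 in all 4 DNp63 libraries and lay at 92 to 208 in the 4 CD1 libraries. The antiviral deaminase Apobec3 was higher in DNp63 cells by 1.64 (limma adjusted p = 0.00183) in the luminal and 1.44 (0.011) in the basal gate. Rpl29 was higher by 3.07 (0.000326) and 3.11 (0.000691), and Rpl26 by 1.93 (0.00317) and 1.97 (0.011), both ribosomal protein genes with many pseudogenes and so of uncertain reads. Strain was not varied apart from the transgene, so its part in these differences was not tested.

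Xist, transcribed from the inactive X chromosome (ENSMUSG00000086503, chromosome X, 103460366 to 103483254, minus strand), was at 36 and 141 in the second DNp63 luminal and basal libraries and at 111346 and 60686 in the first. A male animal is argued against, since 4 Y-linked genes had 1 read in these libraries together. An animal with a single X chromosome is a candidate explanation that held in its test. The 4 genes that escape X inactivation were all lower in the second library, at median ratios of 0.687 and 0.754, against 0.993 and 1.01 in CD1 cells, while other X-linked genes kept within 0.0103 of the autosomal median. Both libraries also had the highest cell cycle sums (23637 and 23346, against 6417 to 10196 in the other 6), and what links these was not tested.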
